A study of Mus musculus with 8 samples.

How the data were processed

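Total RNA from 4 control livers and 4 MYC-driven liver tumours of mice was hybridised, as biotin-labelled material in 1 colour, to 8 Affymetrix mouse gene arrays, 1 array per sample. According to the labels, the tumours came from mice that express human c-MYC in the liver under doxycycline control through the CEBPB-LAP promoter and were taken when the humane endpoint was reached, and the control livers came from matched mice. The deposited table holds 1 log2 value per probe set and array, for 34760 probe sets. The submitters' processing notes name RMA, which corrects the background, normalises between arrays and summarises the probes of a probe set, and R 3.0.2. The settings, the level of summarisation and the genome build were not given in the sources used here, so no coordinates are reported. Array medians lay between 6.33 and 6.44 and interquartile ranges between 2.04 and 2.42 on the log2 scale, and the values were used as deposited. Arrays give no counts, so the number of arrays, 4 per group, limits the precision.

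Probe sets were named with the platform's annotation table, in which 22961 of the 34760 had a gene and 11799 had none. Another 1321 probe sets carried several gene symbols and were set aside. The remaining 21640 probe sets had 1 symbol each, and 21553 of these were matched by gene identifier to a RefSeq gene table that was used for names only. Where a gene had several probe sets, which was the case for 954 genes, the one with the highest mean over the 8 arrays was kept, leaving 19937 genes. Log2 values were compared between groups with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with group as the only term, and p-values were adjusted by Benjamini and Hochberg over all 19937 genes, with a threshold of 0.05. A 2-fold change was a log2 change of at least 1 in size. Tables were made with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9. All errors are SD of 4 arrays for group means and SE from limma for log2 changes, and log2 changes are tumours minus controls. The labels number the samples but do not say which mouse each came from, so p-values measure only the spread between these samples.

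The design, the 46 gene lists, the rule for named genes and the alternatives listed here were fixed before the data were examined, except where a later choice is named. The lists cover MYC and its network, growth and division, metabolism, hepatocyte functions, zonation, sex, cell types of the liver, immune presentation and stress, and 710 of their 778 entries were measured. Of the others, 21 shared a probe set with another gene and 47 had no probe set of their own name. A list with at least 5 measured members was tested with limma's camera at the preset inter-gene correlation of 0.01. Its p-values were adjusted by Benjamini and Hochberg over the 45 lists tested. Camera asks whether the members shifted in 1 direction relative to other genes. A list whose members changed in both directions can therefore fail it. Camera with a correlation estimated for each list, and fry, which asks whether members moved 1 way on balance, were run as alternatives. Members past the gene-wise threshold were counted with the adjustment over all genes and adjusted over the list alone. The named genes were the 10 largest rises and 10 largest falls among genes past the threshold with all 4 tumours on 1 side of all 4 controls, leaving out predicted genes, olfactory and vomeronasal receptors and Mup genes; a panel of Myc, Hk2, Pkm, Pklr, Aldoa, Glul and Afp; up to 3 members of each list with the largest change past the threshold, plus the largest in the less frequent direction; the member with the largest change where none passed; and the Y-linked genes and Xist. Other members of the panel are not reported here.

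Alternatives were quantile normalisation over all probe sets, subtraction of each array's median, leaving out the dimmest 33.3% of genes, an intensity trend with robust variance, array weights, a variance of its own for each group, the replicate number as a block, the mean of a gene's probe sets, leaving out each array in turn, and a test against a 1.5-fold change. An exact permutation of each list's mean value per array was added after other splits of the arrays had been seen. The fit was tested on simulated data drawn with the real genes' means and spreads, in which 200 genes were given log2 changes. It recovered 44% of genes changed by 0.5, 90% of those changed by 1, 98% of those changed by 2 and 100% of those changed by 4, with 9 unchanged genes among 175 calls. Only 200 genes changed in the simulation, while 5757 were called in the real data. The adjusted threshold depends on that share, so these rates need not hold for the reported fit. Simulated genes were independent of each other, and camera found all 5 shifted gene sets and 1 of 15 unshifted sets.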

Results

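Expression was measured in 4 normal livers of control mice and in 4 liver tumours driven by human c-MYC, with 1 array per sample and 19937 genes tested. The question was which genes differ between MYC-driven tumours and normal liver. Arrays of a group resembled each other, with a mean correlation across genes of 0.976 among controls and 0.983 among tumours, against 0.882 between the groups. Genes are not independent replicates, so these coefficients describe likeness only. The median SD over genes was 0.16 on the log2 scale among controls and 0.17 among tumours, and the first principal component, which held 76.6% of the variance, separated the groups.

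The tumours differed from control livers in genes of cell division, where all 31 measured mitosis genes were higher, and of drug metabolism, where 18 of 20 were lower. As lists these passed camera only at its preset correlation (adjusted p = 0.0978 for either with an estimated correlation). Bex1 rose 196-fold, from 3.87 ± 0.40 to 11.48 ± 0.09 (SD, n = 4 and 4; log2 change 7.61, SE 0.17), the largest measured rise among the genes eligible to be named. Asns, the asparagine synthetase, rose 41.6-fold (log2 change 5.38, SE 0.27), and Afp, the fetal liver protein alpha-fetoprotein, rose 35.4-fold (5.14, SE 0.25). Slc22a30, a member of the organic ion transporter family, fell from 11.48 ± 0.24 to 3.92 ± 0.26 (SD, n = 4 and 4; log2 change -7.55, SE 0.16). Cyp2c29, a drug-metabolising cytochrome P450, showed a log2 change of -7.38 (SE 0.18). In control liver 3, where Xist was high, the Y-linked genes read 3.46 to 5.39, and a group mean of Bex1, Slc22a30 and Cyp2c29 lies at such low values, so these folds are limits rather than exact sizes.

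In all, 5757 of 19937 genes passed an adjusted p of 0.05 in limma, 3225 of them higher and 2532 lower in tumours. A change of at least 2-fold was seen for 1104 higher and 933 lower genes, and 1 of at least 16-fold for 27 higher and 97 lower genes. All 4 tumours lay above all 4 controls for 2948 of the higher genes, and below them for 2295 of the lower genes. Groups did not overlap for 6025 genes of any p-value, or 30.2% of those tested, where chance gives 2.86%. Besides Bex1, Asns and Afp, the 10 largest rises were Hmmr, Spink1, Top2a, Arxes2, Sfmbt2, Psat1 and Bub1, with log2 changes between 4.77 and 5.32. Besides Slc22a30 and Cyp2c29, the 10 largest falls were Sult2a8, Slco1a1, Akr1c6, Cyp2j5, Pon1, Tdo2, Ugt2b1 and Ugt2a3, with log2 changes between -6.98 and -6.40. The adjusted p of these 20 genes lay between 1.3e-09 and 7.7e-07. For 13 of the 20, Hmmr and Bub1 among them, 1 group mean was no higher than 5.39, so the order of the largest changes is not exact. In all, 24 of the 129 named genes past the threshold had a mean that low. Of these Cyp1a2, Cyp7b1, Cyp3a44, Hsd3b5, Saa1, Ms4a7, Nqo1, Epcam and Lox also have folds that are limits, while for Jchain and Adipoq both group means were that low and neither group is shown to be above background.

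Mouse Myc did not differ. Its probe set read 6.82 ± 0.66 in controls and 7.04 ± 0.22 in tumours (SD, n = 4 and 4; log2 change 0.21, SE 0.28, adjusted p = 0.635 in limma), and without control liver 4 the change was -0.02. The transgene named in the labels is human and the array was designed for mouse genes, and whether this probe set detects the human transcript was not tested here. Among 13 genes of the MYC network, 4 were higher and 2 lower, both over all genes and adjusted over the list alone. Max, the binding partner of MYC, rose by 0.99 on the log2 scale (SE 0.14), and Mga, which also binds Max, rose by 0.84 (SE 0.12). Mlxipl, which encodes the glucose-responsive factor ChREBP, changed by -1.24 (SE 0.25). The network as a list did not pass the camera test (adjusted p = 0.588), and fry, which asks only for a shared direction, gave 0.0060.

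Textbook MYC target genes rose together. Of 31 measured, 27 were higher and none lower, and 29 were higher and 1 lower adjusted over the list alone. Tfrc, the transferrin receptor, rose 7.38-fold (log2 change 2.88, SE 0.29), Dkc1, a pseudouridine synthase of ribosomal RNA, rose 5.85-fold (2.55, SE 0.13), and Nop56, a core protein of box C/D snoRNPs, rose by 2.48 on the log2 scale (SE 0.22). The median log2 change of the list was 1.40 (camera adjusted p = 1.2e-16; adjusted p = 0.0978 with an estimated correlation). Ribosome biogenesis factors were higher in 48 of 48 cases, by either adjustment, with Rrp1b rising 7.06-fold (log2 change 2.82, SE 0.13) and a median of 1.28. Their camera adjusted p was 1.5e-27 (adjusted p = 0.0978 with an estimated correlation). Among 26 tRNA synthetases and translation factors 22 were higher and none lower, and 23 were higher and 1 lower adjusted over the list alone. Eef1e1 rose 4.07-fold, the leucyl-tRNA synthetase Lars 3.25-fold and the glycyl-tRNA synthetase Gars 2.88-fold (log2 SE 0.13, 0.15 and 0.11). The median was 0.83 (camera adjusted p = 1.6e-11; adjusted p = 0.166 with an estimated correlation).

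Cell cycle genes showed the largest median rise of the lists. All 31 measured mitosis genes were higher by either adjustment, with a median log2 change of 3.21. Hmmr, which acts at the spindle, rose 39.9-fold from a low control mean of 4.04 (log2 change 5.32, SE 0.27), Top2a, topoisomerase II alpha, rose 32.6-fold (5.03, SE 0.30), and the checkpoint kinase Bub1 rose 27.3-fold (4.77, SE 0.22). The list's camera adjusted p was 9.8e-30 (adjusted p = 0.0978 with an estimated correlation). Of 36 DNA replication genes, 33 were higher and none lower, and 34 were higher adjusted over the list alone, with a median of 1.58. Mcm6, a subunit of the replicative helicase, rose 18.9-fold, the primase subunit Prim1 11.0-fold and the ribonucleotide reductase subunit Rrm2 8.76-fold (log2 SE 0.18, 0.13 and 0.15). Camera gave an adjusted p of 9.0e-24 (adjusted p = 0.0978 with an estimated correlation). Among 15 p53 target genes 6 were higher and 1 lower, with 6 and 2 adjusted over the list alone, and the list did not pass (camera adjusted p = 0.175, fry 0.0161). Btg2 rose by 0.99 on the log2 scale (SE 0.15) and Ccng1 by 0.61 (SE 0.15), while the death receptor gene Fas changed by -1.26 (SE 0.21).

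Genes that supply nucleotides and amino acids were higher. In nucleotide and folate synthesis 17 of 22 were higher and none lower, and 21 were higher adjusted over the list alone. The CTP synthases Ctps and Ctps2 rose 7.31-fold and 5.87-fold (log2 SE 0.15 and 0.21), and Atic, of purine synthesis, rose 5.70-fold (log2 SE 0.19). The median log2 change was 1.04 (camera adjusted p = 6.7e-13; adjusted p = 0.0978 with an estimated correlation). For serine, glutamine and amino acid supply, 9 of 12 genes were higher and none lower by either adjustment, with a median of 1.32. Asns and Psat1, an enzyme of serine synthesis, rose 41.6-fold and 28.6-fold, and the glutamine transporter gene Slc1a5 rose 4.92-fold (log2 change 2.30, SE 0.25). Camera gave 8.7e-07 (adjusted p = 0.146 with an estimated correlation). Of 5 polyamine genes, Srm and Odc1, both of polyamine synthesis, rose by 2.47 (SE 0.26) and 1.40 (SE 0.13) on the log2 scale, by either adjustment. Azin1 was lower (-0.45, SE 0.14), a call lost without control liver 1 (adjusted p = 0.0841 in limma), control liver 3 (0.0784), tumour 1 (0.0789) or tumour 2 (0.0915). The polyamine list did not pass (camera adjusted p = 0.123, fry 0.00143).

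Glycolysis and liver glucose metabolism moved apart. Of 16 glycolysis genes 11 were higher and 1 lower, or 12 and 1 adjusted over the list alone, with a median of 0.91 (camera adjusted p = 3.7e-05; adjusted p = 0.166 with an estimated correlation). Hexokinase 2, Hk2, rose 2.44-fold (log2 change 1.28, SE 0.11), the phosphofructokinase gene Pfkp 8.02-fold (3.00, SE 0.20), the aldolase gene Aldoa 4.17-fold (2.06, SE 0.24) and the pyruvate kinase gene Pkm 2.09-fold (1.06, SE 0.20). The muscle-type phosphofructokinase gene Pfkm changed by -0.64 (SE 0.12). Of 10 genes of hepatic glucose metabolism none were higher and 6 were lower, or 7 adjusted over the list alone, with a median of -1.13 (camera adjusted p = 0.00135; adjusted p = 0.307 with an estimated correlation). Fbp1 and Pck1, both of gluconeogenesis, showed log2 changes of -5.02 (SE 0.18) and -3.27 (SE 0.42), and Khk, the ketohexokinase, -1.69 (SE 0.30). Pklr, the liver pyruvate kinase, changed by -0.70 (SE 0.21, adjusted p = 0.0280 in limma), a call lost without tumour 2 (0.0551), tumour 3 (0.0807) or tumour 4 (0.0678). Glul, the glutamine synthetase, changed by -1.22 (SE 0.18).

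**Figure D1:**
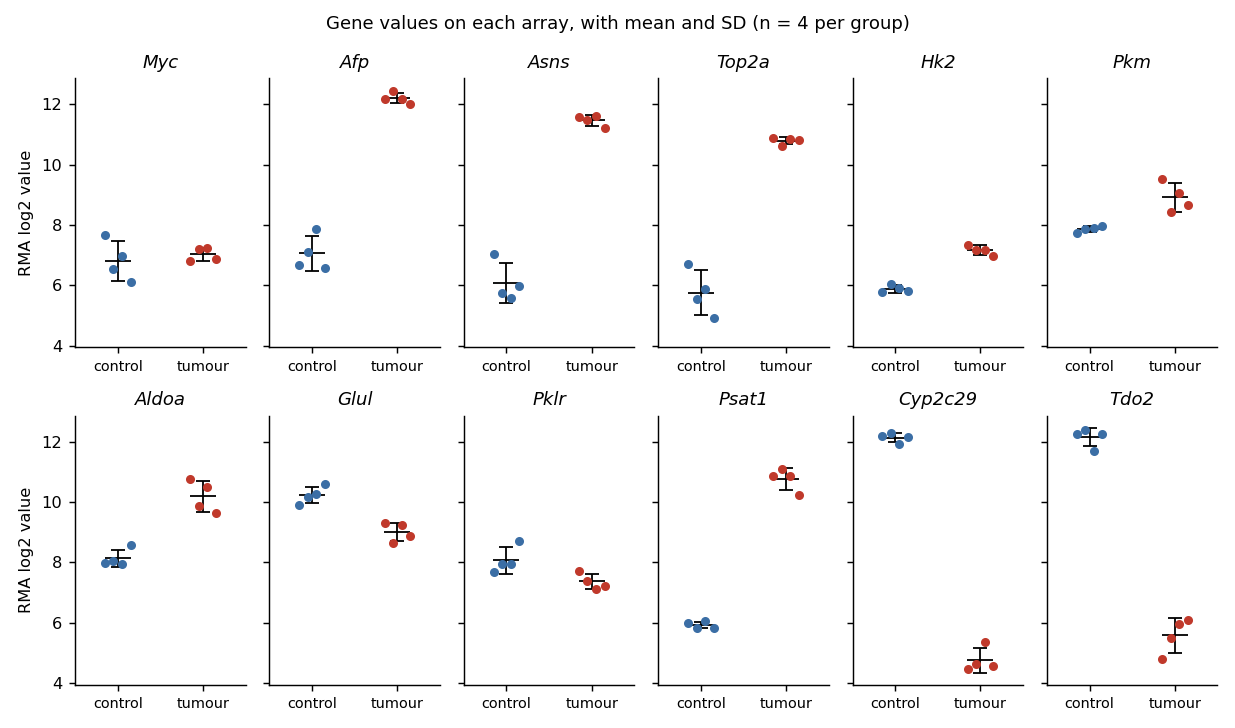
Log2 values of 12 genes on each of the 8 arrays, with controls and tumours side by side. Points are arrays and bars give the mean ± SD of 4 arrays. All 4 tumours lay above all 4 controls for Afp, Asns, Top2a, Hk2, Pkm, Aldoa and Psat1, and below them for Glul, Cyp2c29 and Tdo2, while the groups overlapped for Myc and Pklr.

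Genes of amino acid breakdown and of bile acids were lower. Of 22 genes of the urea cycle and amino acid catabolism 19 were lower and none higher, and 21 were lower adjusted over the list alone, with a median of -1.66. Tdo2 and Kmo, of tryptophan breakdown, changed by -6.56 (SE 0.26) and -3.82 (SE 0.25), and Tat, the tyrosine aminotransferase, by -5.71 (SE 0.18). Camera gave 1.8e-14 (adjusted p = 0.0978 with an estimated correlation). In bile acid synthesis and transport 12 of 16 were lower, 14 adjusted over the list alone and none higher, with a median of -1.85 (camera adjusted p = 7.5e-11; adjusted p = 0.0978 with an estimated correlation). The uptake transporter genes Slco1a1 and Slco1b2 changed by -6.97 (SE 0.19) and -5.37 (SE 0.24), and the hydroxylase gene Cyp7b1 by -5.88 (SE 0.55). Fatty acid oxidation had 7 of 18 lower and 1 higher, or 10 and 1 adjusted over the list alone, with a median of -0.52 (camera adjusted p = 0.00399; adjusted p = 0.499 with an estimated correlation). Without control liver 1, 11 were lower, and an exact permutation of the list mean gave an adjusted p of 0.0857. Cyp4a10 and Ehhadh, both targets of PPAR alpha, changed by -3.22 (SE 0.67) and -2.10 (SE 0.32), and Acot1, an acyl-CoA thioesterase, rose by 1.21 (SE 0.30). Fatty acid synthesis had 8 of 15 lower and 2 higher by either adjustment, with a median of -0.59 (camera adjusted p = 0.00318; adjusted p = 0.297 with an estimated correlation). Thrsp, Scd1 and Me1 changed by -4.62 (SE 0.24), -3.65 (SE 0.43) and -3.29 (SE 0.28), whereas the desaturase gene Scd2 rose 6.63-fold (log2 change 2.73, SE 0.32).

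Cholesterol synthesis and the respiratory chain did not pass as lists. Of 18 cholesterol genes 2 were higher and 4 lower by either adjustment (camera adjusted p = 0.291, and 0.0442 without tumour 1), and 2 were lower without control liver 4, tumour 3 or tumour 4. Msmo1 and Sc5d, of late sterol synthesis, changed by -1.79 (SE 0.39) and -1.75 (SE 0.16). Insig1, of the same list, changed by -1.17 (SE 0.32). The Insig1 call was lost without control liver 3 or 4 or tumour 3 or 4 (adjusted p between 0.0506 and 0.0555 in limma). Fdft1, also of the cholesterol list, rose by 0.42 (SE 0.12). The Fdft1 call was lost with quantile normalisation (adjusted p = 0.0647 in limma) and without tumour 1 (0.0553) or tumour 2 (0.0545). Among 24 genes of the respiratory chain 7 were higher and none lower by either adjustment. Among them were Sdhd (log2 change 1.12, SE 0.31), Atp5o (0.70, SE 0.16) and Ndufv2 (0.46, SE 0.11). The Sdhd call was lost without control liver 1 or 2 or tumour 1 or 3 (adjusted p between 0.0564 and 0.0630 in limma). The list's camera adjusted p was 0.0708, against 0.0169 without control liver 4, 0.0035 without tumour 4 and 0.0060 with array weights. Its higher members were 2 without control liver 1 or tumour 3, 3 without control liver 2 or tumour 1, and 4 without tumour 2.

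Drug metabolism genes were lower. Of 20 genes 18 were lower and none higher by either adjustment, with a median log2 change of -4.27 (camera adjusted p = 4.4e-16; adjusted p = 0.0978 with an estimated correlation). For 6 of the 20 the tumour mean was no higher than 5.39. Cyp2c29 and Ugt2b1 changed by -7.38 (SE 0.18) and -6.50 (SE 0.19), and Cyp2e1, which metabolises ethanol, by -6.38 (SE 0.26). Of 26 secreted plasma proteins 24 were lower and none higher, and 25 were lower adjusted over the list alone, with a median of -0.78 (camera adjusted p = 2.5e-11; adjusted p = 0.209 with an estimated correlation). The complement gene C9 changed by -5.73 (SE 0.51), the coagulation factor gene F9 by -3.88 (SE 0.30) and the apolipoprotein gene Apoc3 by -3.78 (SE 0.35). Plasma protein genes were among the brightest on the arrays, with control means up to 13.29 on arrays whose highest value was 13.56. In the same arrays the median change was 0.30 for monocyte and macrophage markers, 0.02 for stellate cell and fibroblast markers, -0.05 for general endothelial markers and -1.39 for sinusoidal endothelial markers.

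**Figure D2:**
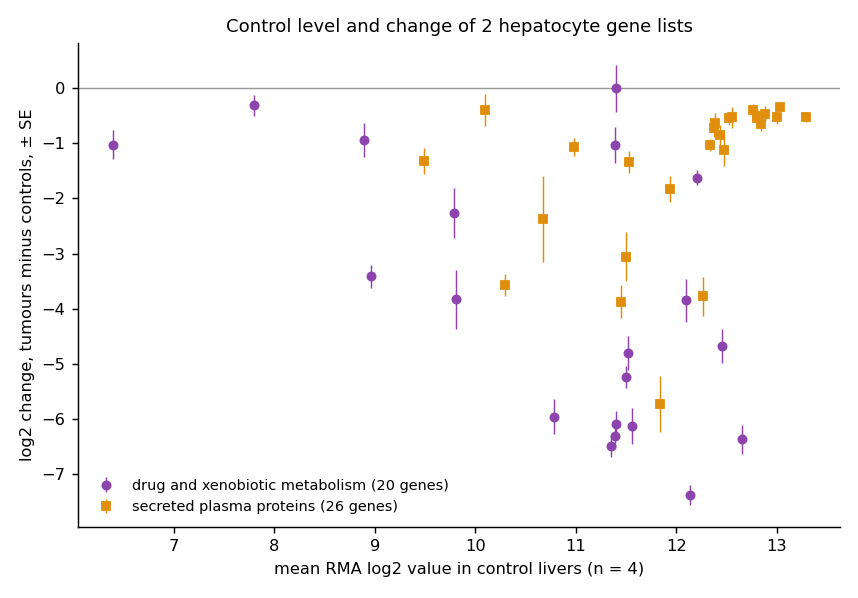
Log2 change (tumours minus controls, ± SE from limma) against the mean log2 value in 4 controls, for 20 drug metabolism genes and 26 plasma protein genes. The median change was -4.27 for the first list and -0.78 for the second, and the brightest plasma protein genes, with control means up to 13.29, had no drug metabolism gene beside them.

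Among acute phase genes 9 of 15 were lower and none higher, and 11 were lower adjusted over the list alone, with a median of -2.48 (camera adjusted p = 1.6e-05; adjusted p = 0.270 with an estimated correlation). Orm1 and Hp, the orosomucoid and haptoglobin genes, changed by -5.51 (SE 0.28) and -4.13 (SE 0.46). Saa1, a serum amyloid A gene, ranged widely among controls (8.35 ± 2.84, SD, n = 4), with 12.44 in control liver 1 and 6.28 to 8.06 in the others. It changed by -4.54 (SE 1.09), by -3.17 without control liver 1, and did not pass with an intensity trend and robust variance (adjusted p = 0.0528 in limma). The list mean was 11.21 in control liver 1 and 8.88 to 9.499 in the other controls. Of 15 hepatocyte transcription factors 11 were lower and none higher, and 12 were lower adjusted over the list alone, with a median of -0.69 (camera adjusted p = 1.8e-05; adjusted p = 0.145 with an estimated correlation). The xenobiotic receptor gene Nr1i3 changed by -2.26 (SE 0.45), Onecut2 by -1.66 (SE 0.27) and the estrogen receptor gene Esr1 by -1.47 (SE 0.23). Fetal liver and oncofetal genes were higher in 7 of 12 cases and lower in none, by either adjustment, with a median of 0.79 (camera adjusted p = 0.000645; adjusted p = 0.166 with an estimated correlation). Afp and the growth factor gene Igf2 rose 35.4-fold and 11.3-fold (log2 SE 0.25 and 0.25). Bile duct and progenitor markers did not pass (adjusted p = 0.781), with 1 of 10 higher and 1 lower, or 1 and 0 adjusted over the list alone. Epcam, of that list, rose by 0.88 (SE 0.17). Its lower member Sox9 changed by -0.32 (SE 0.10). The Sox9 call was lost without control liver 1, 2, 3 or 4 or tumour 1, 2 or 3 (adjusted p between 0.0532 and 0.113 in limma).

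Genes of both zones of the liver lobule were lower. Of 14 pericentral genes 10 were lower and 1 higher, or 11 and 1 adjusted over the list alone, with a median of -1.03 (camera adjusted p = 1.7e-07; adjusted p = 0.0978 with an estimated correlation). Cyp2e1, Cyp1a2 and Lect2 changed by -6.38 (SE 0.26), -6.10 (SE 0.24) and -4.83 (SE 0.25), and Znrf3, an inhibitor of WNT signalling, rose by 0.56 (SE 0.12). Of 8 periportal genes 6 were lower and 1 higher by either adjustment, with a median of -2.29 (camera adjusted p = 0.0014; adjusted p = 0.163 with an estimated correlation). Pigr and Cyp2f2 changed by -5.36 (SE 0.22) and -4.81 (SE 0.31), and Cdh1, which encodes E-cadherin, rose 4.35-fold (log2 change 2.12, SE 0.25).

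**Figure D3:**
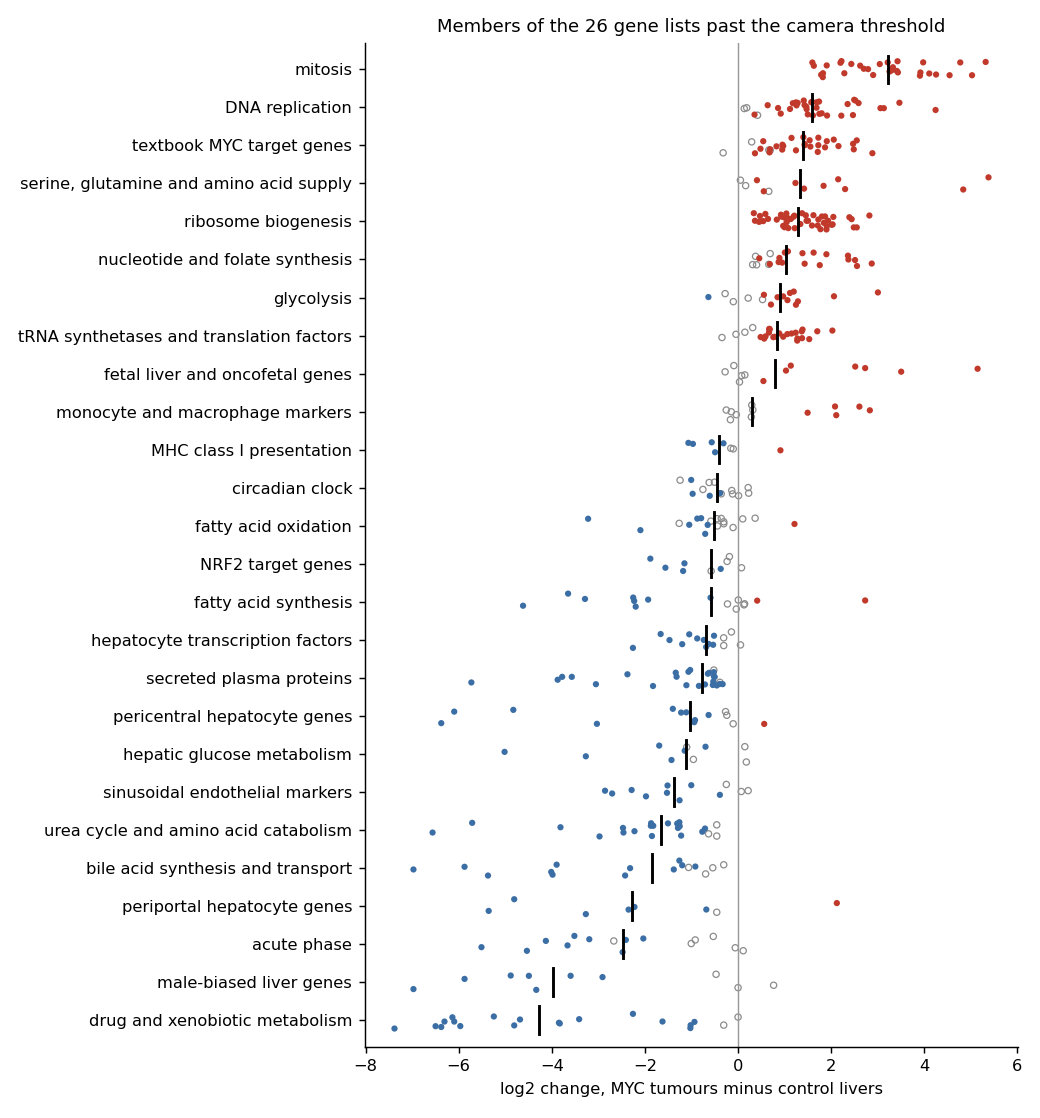
Log2 change (tumours minus controls) of each measured member of the 26 gene lists that passed camera at the preset correlation, none of which passed with an estimated correlation. Filled points passed the gene-wise test (red higher, blue lower), open points did not, and ticks are list medians, which ran from 3.21 for mitosis to -4.27 for drug metabolism.

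Genes that differ between male and female liver were compared beside the sex of the samples. Xist, expressed from the inactive X chromosome, read 11.89 in control liver 3, where the other controls lay between 5.78 and 6.74, and the Y-linked gene Eif2s3y read 3.46 there against 9.12 to 9.37. Of 10 male-biased genes 7 were lower and none higher by either adjustment, with a median of -3.97 (camera adjusted p = 0.000154; adjusted p = 0.352 with an estimated correlation). Without control liver 3, 9 were lower and the median was -4.52 (camera adjusted p = 7.9e-12). Hsd3b5, a steroid dehydrogenase, changed by -4.88 (SE 1.17), and by -6.39 without control liver 3, and did not pass with an intensity trend and robust variance (adjusted p = 0.0525 in limma). Female-biased genes did not pass (adjusted p = 0.123, median -1.53), with 2 of 10 lower and none higher by either adjustment. That list passed without control liver 1 (0.0282), and without control liver 3 its median was -0.19 (adjusted p = 0.440), with 2 higher and 2 lower. Its members Cyp3a44 and Cyp2b9 changed by -4.18 (SE 0.29) and -4.04 (SE 1.05), and without control liver 3 by -3.87 and -2.97. The call of Cyp2b9 was lost with an intensity trend and robust variance (adjusted p = 0.0669 in limma). The 4 sex-linked genes were not tested as a list, and Xist, Kdm5d, Eif2s3y and Uty did not pass (adjusted p between 0.244 and 0.584 in limma). Eif2s3y changed by 0.98 with all arrays and by -0.47 without control liver 3 (adjusted p = 0.0304 in limma).

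**Figure D4:**
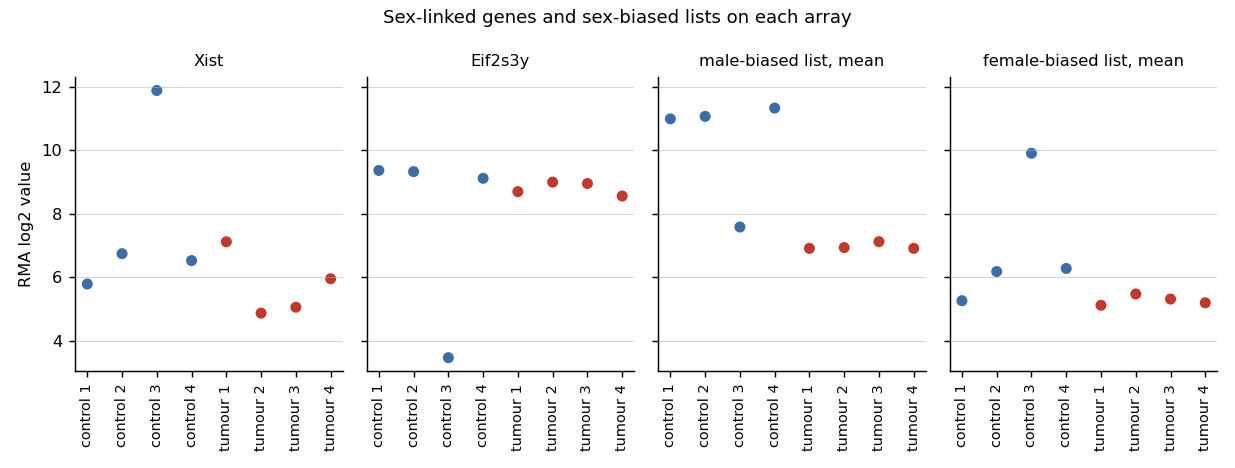
Log2 values of Xist and Eif2s3y and mean log2 values of the 10 male-biased and 10 female-biased genes on each of the 8 arrays. Control liver 3 stands apart with Xist at 11.89, Eif2s3y at 3.46, a male-biased mean of 7.58 and a female-biased mean of 9.91, and the 4 tumours lie between 6.91 and 7.12 for the male-biased mean.

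Markers of Kupffer cells, the resident macrophages of the liver, changed in both directions. Of 11 Kupffer cell markers 3 were higher and 4 lower, or 3 and 5 adjusted over the list alone, and 2 were lower without control liver 3, tumour 1 or tumour 3. Vsig4 and Clec4f changed by -2.38 (SE 0.50) and -1.75 (SE 0.18). Cd5l rose by 0.79 (SE 0.24), a call lost without control liver 2 or 4 or tumour 1 or 3 (adjusted p between 0.0676 and 0.0863 in limma). The list did not pass (adjusted p = 0.781), and its mean (-0.25) and test were negative while its median was 0.19, and the sign of the test turned without control liver 3 or tumour 4. Of 12 monocyte and macrophage markers 5 were higher and none lower by either adjustment, with a median of 0.30 (camera adjusted p = 0.0347; adjusted p = 0.402 with an estimated correlation). Ms4a7 rose 7.11-fold from a low control mean of 4.85 (log2 change 2.83, SE 0.34), the lysozyme gene Lyz2 6.09-fold (2.61, SE 0.36) and Cd68 4.31-fold (2.11, SE 0.26). That list was not past the threshold without control liver 2 (0.0679) or tumour 2 (0.0508), nor when the dimmest genes were left out (0.0706), where the 8 members that remained had a larger median of 1.79.

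Lymphocyte, neutrophil and blood markers gave no list past the threshold. A group mean was no higher than 5.39 for 6 of 11 neutrophil, 4 of 14 T and NK cell, 3 of 9 B and plasma cell and 1 of 5 blood markers. For markers that dim, a missing call does not show that nothing changed. None of 11 neutrophil markers passed by either adjustment (list adjusted p = 0.456), with the largest change that of Cxcr2 (-0.74, SE 0.25, adjusted p = 0.0524 in limma). Cxcr2 passed without control liver 4 (0.0389) or tumour 2 (0.0412) and with array weights (0.0271). The same held for 14 T and NK cell markers (list adjusted p = 0.936, Cd3g -0.45, SE 0.34) and 5 blood markers (0.727, Alas2 -0.23, SE 0.17), none of which passed by either adjustment. Of 9 B and plasma cell markers 1 passed the test, Jchain, and none did adjusted over the list alone (list adjusted p = 0.658). Jchain read 4.70 and 4.22 in controls and tumours, neither shown to be above background, and its call was lost without control liver 1, 3 or 4 or tumour 1, 2 or 4 (adjusted p between 0.0505 and 0.0936 in limma), and with quantile normalisation (0.117), medians set equal (0.0579) or array weights (0.0887). Pancreas and fat markers did not pass (adjusted p = 0.428), with 1 of 8 past the threshold by either adjustment, Adipoq, at similarly low levels in both groups. The Adipoq call was lost without control liver 2 (adjusted p = 0.0518 in limma) or tumour 2 (0.0525). For MHC class II, 0 of 6 genes passed by either adjustment (list adjusted p = 0.360), and H2-Ab1, at -0.86 (SE 0.35, adjusted p = 0.0953 in limma), passed without control liver 1 (0.0173) or tumour 3 (0.0386).

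Sinusoidal endothelial markers were lower. Of 12 measured, 9 were lower and none higher by either adjustment, with a median of -1.39 (camera adjusted p = 3.2e-06; adjusted p = 0.209 with an estimated correlation). Dnase1l3 and the lectin gene Clec4g changed by -2.86 (SE 0.26) and -2.71 (SE 0.15), and Bmp2, a ligand made by these cells, by -2.29 (SE 0.18). Of 12 general endothelial markers 2 were higher and 3 lower, or 2 and 4 adjusted over the list alone, and the list did not pass (adjusted p = 0.781). Its median (-0.05) and test were negative and its mean (0.01) was positive, and the sign of the test turned without control liver 4 or tumour 2. Cd34 rose by 1.42 (SE 0.18) and Kdr, a VEGF receptor gene, changed by -1.10 (SE 0.20). The other higher marker, Emcn, rose by 0.99. Its call was lost without control liver 2 or 4 or tumour 2, 3 or 4 (adjusted p between 0.0526 and 0.106 in limma). Of 17 stellate cell and fibroblast markers 3 were higher and 5 lower, or 4 and 5 adjusted over the list alone (list adjusted p = 0.781), and 3 were lower without tumour 4. Here the mean (-0.22) and test were negative and the median was 0.02. Reln and Lrat, both markers of stellate cells, changed by -1.66 (SE 0.13) and -1.64 (SE 0.28), and Lox, a collagen cross-linking enzyme, rose by 1.14 (SE 0.13). Dcn, of the same list, changed by -1.46, a call lost with array weights (adjusted p = 0.0963 in limma) or without tumour 4 (0.0578).

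Of 8 MHC class I genes 5 were lower and 1 higher by either adjustment, with a median of -0.40 (camera adjusted p = 0.0362; adjusted p = 0.196 with an estimated correlation). The immunoproteasome genes Psmb9 and Psmb8 changed by -1.07 (SE 0.16) and -0.97 (SE 0.14), while Psmb10 rose by 0.91 (SE 0.19). The call of the MHC class I list was lost without control liver 4 (camera adjusted p = 0.0613) or tumour 2 (0.0609). Interferon response genes did not pass (adjusted p = 0.303), with 2 of 15 higher and 3 lower, or 2 and 4 adjusted over the list alone. Usp18 rose by 1.31 (SE 0.30) and Mx2 changed by -0.79 (SE 0.15). Of 9 NRF2 targets 5 were lower and none higher by either adjustment, with a median of -0.58 (camera adjusted p = 0.00122; adjusted p = 0.145 with an estimated correlation), and of -0.33 without control liver 4. Gclc, of glutathione synthesis, and Gstm1 changed by -1.88 (SE 0.15) and -1.56 (SE 0.21), and Nqo1 by -1.18 (SE 0.21). Endoplasmic reticulum and integrated stress genes did not pass (adjusted p = 0.215), with 1 of 15 higher and 5 lower by either adjustment. Dnajb9, a chaperone gene, changed by -1.60 (SE 0.17), Herpud1 by -0.99 (SE 0.23), and Atf3 rose by 0.91 (SE 0.23). The 5 lower became 3 without control liver 4, tumour 3 or tumour 4.

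Of 10 hypoxia genes 4 were higher and 1 lower, or 6 and 1 adjusted over the list alone, and the list did not pass (adjusted p = 0.0714). Fry gave 0.00154 for it, and 2 were higher without tumour 2. Egln3, a prolyl hydroxylase of HIF, rose 3.17-fold (log2 change 1.66, SE 0.23) and Ndrg1 2.33-fold (1.22, SE 0.14), while Vegfa changed by -1.26 (SE 0.13). Of 14 circadian clock genes 4 were lower and none higher by either adjustment, with a median of -0.45 (camera adjusted p = 0.0305; adjusted p = 0.209 with an estimated correlation). Clock itself changed by -1.01 (SE 0.14), and the time of day of sampling was not given in the sources used here. Per3 changed by -0.98, a call lost without tumour 1 (adjusted p = 0.0530 in limma) or tumour 3 (0.0527). Dbp changed by -0.61, a call lost without control liver 1 (adjusted p = 0.0513 in limma) or tumour 2 (0.0538). The call of the clock list was lost without control liver 4 (camera adjusted p = 0.0681) or tumour 4 (0.124), and with array weights (0.0689).

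Camera at the preset correlation called 26 of 45 lists, 10 higher and 16 lower, and with an estimated correlation it called 0, the smallest adjusted p being 0.0978. Of the 35 splits of the 8 arrays into 4 and 4, 5 gave at least 26 lists, the real one included. Fry called 30 lists in 1 direction and 41 in either direction. The 41 include Kupffer cell (adjusted p = 8.7e-06 in fry), general endothelial (1.0e-06) and stellate cell and fibroblast markers (2.0e-07), which did not pass camera. Of the camera calls, 22 held under each alternative apart from the estimated correlation. Of the 138 named genes, 118 kept their direction and their side of the threshold under each alternative in which they were scored. The test against a 1.5-fold change was not scored for named genes. When the dimmest genes were left out, 124 of the 129 named genes past the threshold remained to be tested.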

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

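Both tests of the male-biased liver genes given here were chosen before their results were seen, and only the comparison with the median of the drug metabolism list was added afterwards. For each named gene and each list mean, the 4 values of a group were searched for a sample whose gap to the nearest other was above Dixon's 95% critical value. This picked out 28 of 368 groups, or 7.61%, where chance gives about 1 in 20, and 10 of the 28 were values of control liver 3.

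Control liver 3 differed from the other controls in its sex-linked genes. Xist read 11.89 there, against 5.78 to 6.74 in the other 3 controls, and the Y-linked genes read 5.39 for Kdm5d (others 7.63 to 7.76), 3.46 for Eif2s3y (9.12 to 9.37) and 3.87 for Uty (7.66 to 8.36). The mean of these 4 genes was 6.15 (others 7.73 to 7.96), and the mean of the male-biased list was 7.58 (others 10.99 to 11.33), with Hsd3b5 at 5.51 (others 11.01 or more). In the same liver C9 read 9.93 (others 12.29 to 12.63), Ugt2b1 10.78 (others up to 11.60) and Usp18 7.12 (others 6.48 to 6.54). In the 4 tumours Xist read 4.86 to 7.12 and Eif2s3y 8.56 to 8.998, nearer to the other 3 controls than to control liver 3. For Eif2s3y all 4 tumours still lay below those 3 controls (9.12 to 9.37). The labels used here give no sex for any sample.

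Male-biased liver genes were lower in the tumours, with a median log2 change of -3.97, although 1 control had the sex-linked pattern of a female (camera adjusted p = 0.000154; adjusted p = 0.352 with an estimated correlation). Without it the median was -4.52, but as its list mean was the lowest of the controls, leaving it out could only enlarge the fall, so this comparison, and the bound set for it beforehand, tests nothing. Only 0.07% of 10000 random draws of as many genes with similar control level from 165 other liver genes had a median as low, the middle 95% of the draws running from -3.35 to -0.86. The general fall of adult liver genes stays open all the same, because the bound set beforehand treated genes as independent while the members had an estimated correlation of 0.85, and because the drug metabolism list had a median of -4.27. Of the 10 members 3, Cyp7b1, Slco1a1 and Gstp1, also belong to other lists, and hormone levels and age were not tested.

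The values of other control livers that stood apart were these. In control liver 1, Msmo1 read 10.79 (others 9.57 to 9.74), F9 read 11.77 (others 11.31 to 11.38) and the mean of the neutrophil markers was 6.35 (others 5.33 to 5.47). Control liver 2 had Lars at 8.46 (others 8.96 to 9.06) and Dbp at 6.63 (others 7.31 to 7.40). Control liver 4 had Onecut2 at 9.27 (others 7.91 to 7.995) and a mean of the hepatocyte transcription factors of 8.79 (others 8.42 to 8.43).

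Among the tumours, tumour 1 had Uty at 7.72 (others 8.13 to 8.19). Tumour 2 had Hmmr at 8.96 (others 9.46 to 9.51), Me1 at 6.45 (others 7.26 to 7.33), Orm1 at 7.39 (others 6.38 to 6.49) and Egln3 at 9.63 (others 8.87 to 8.98). Tumour 3 had Ugt2a3 at 4.90 (others 4.23 to 4.28), Ms4a7 at 8.93 (others 7.10 to 7.39) and a mean of the male-biased list of 7.12 (others 6.91 to 6.93). Tumour 4 had Atp5o at 10.43 (others 10.98 to 11.08), Esr1 at 6.62 (others 6.32 to 6.36) and Gstm1 at 9.90 (others 10.56 to 10.67).

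Probe sets outside the comparisons of named genes also differed between the groups in the same limma fit. Of 11799 probe sets with no gene name here, 967 were higher in tumours and 847 lower. Of 1321 with several gene symbols, 291 were higher and 110 lower.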

How the results depend on the processing

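The exact permutation of list means was chosen after the other splits of the arrays had been seen, and the remaining alternatives of this part beforehand. With 4 arrays per group no permutation can give a two-sided p below 0.0286, and probe sets near the background or the top of the scale limit what a change can show.

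The 5757 genes became 5787 with quantile normalisation (5390 of them shared), 5593 with medians set equal (5465), 5536 without the dimmest genes (5245), 5694 with an intensity trend and robust variance (5587), 6558 with array weights (5650), 5758 with a variance for each group (5754) and 5734 with the mean of a gene's probe sets (5684). Leaving out 1 array gave 4831 to 5838 genes, and a test against a 1.5-fold change gave 1719, as its stricter construction implies. Named genes lost their call in 46 of the values with 1 array left out (13 genes) and in 14 under other settings (10 genes), gained it in 4 and 2, and reversed in 2 and 0. These other settings do not include the test against a 1.5-fold change. Numbers of list members moved beyond 1.5 times in 105 of 1432 recomputed values.

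None of the 35 splits of the 8 arrays into 4 and 4 other than the real one gave any gene past the threshold. So 1 of 35 reached 5757 genes, 1 reached 3225 higher and 1 reached 2532 lower, the highest of the others being 0 each time. This speaks against chance for these counts only as far as the test can, since 1 of 35 is its smallest possible share. Splits that mix the groups also place the real difference in the spread within each side. For the 26 lists the splits do not decide on chance. In all, 5 of 35 gave as many, and the highest other gave 29. The 4 others were all among the 16 splits that leave 3 arrays of a group together. Those 16 keep part of the real difference and gave a median of 22.5 lists. Of the 18 splits with 2 of each group on each side 0 gave as many, but they gave up to 20 lists (median 10). So camera at the preset correlation also called lists where the groups were balanced.

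With an estimated correlation, each of the 26 calls was lost. The adjusted p was 0.0978 for MYC targets, ribosome biogenesis, nucleotide synthesis, DNA replication, mitosis, urea cycle, bile acids, drug metabolism and pericentral genes; 0.145 for hepatocyte transcription factors and NRF2 targets; 0.146 for amino acid supply; 0.163 for periportal genes; and 0.166 for tRNA synthetases, glycolysis and fetal genes. It was 0.196 for MHC class I, 0.209 for plasma proteins, sinusoidal markers and the clock, 0.270 for acute phase, 0.297 for fatty acid synthesis, 0.307 for hepatic glucose metabolism, 0.352 for male-biased genes, 0.402 for macrophage markers and 0.499 for fatty acid oxidation. Fry passed the MYC network (0.0060), polyamines (0.00143), p53 targets (0.0161) and hypoxia (0.00154). The exact permutation of list means gave an adjusted p of 0.0459 for the MYC network, polyamines and hypoxia, where the unadjusted p was 0.0286, the smallest possible. Its adjusted p was 0.0857 for fatty acid oxidation (unadjusted 0.0571) and 0.886, with the opposite sign, for general endothelial markers. T and NK markers reversed with quantile normalisation (0.8288) and array weights (0.956), with which the respiratory chain passed (0.0060) and the clock did not (0.0689). Macrophage markers did not pass without the dimmest genes (0.0706), although the median of the 8 members left was 1.79 against 0.30. For these and the following changes the cause was not tested.

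With 1 array left out, adjusted p ran from 0.0442 to 0.684 for cholesterol synthesis, passing without tumour 1, and from 0.0035 to 0.243 for the respiratory chain, passing without control 4 (0.0169) or tumour 4. It ran from 0.0282 to 0.440 for female-biased genes, passing without control 1, from 0.0150 to 0.0679 for macrophage markers, lost without control 2 or tumour 2 (0.0508), from 0.0182 to 0.0613 for MHC class I, lost without control 4 or tumour 2 (0.0609), and from 0.00324 to 0.124 for the clock, lost without control 4 (0.0681) or tumour 4. Signs reversed for Kupffer markers (0.505 to 0.953; without control 3 or tumour 4), neutrophil markers (0.257 to 0.861; control 1), T and NK markers (0.575 to 0.989; control 3, tumour 2 or tumour 4) and general endothelial markers (0.425 to 0.980; control 4 or tumour 2). The log2 change ran from -0.021 to 0.494 for Myc, negative without control 4, and from -0.469 to 1.4998 for Eif2s3y, negative without control 3.

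With the replicate number as a block, 5007 genes passed, 2859 higher and 2148 lower. The labels do not say that a control and a tumour of the same number belong together. Deviations from the group means correlated between -0.32 and 0.05 across genes for arrays of the same number, and 1 of 8 arrays matched best with its own number.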

Other observations

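Of the tests given here, those of the hepatocyte share, over whole lists and within a shared range, of the brightest members, of the range that both lists share, with its limit on the difference in level, and of fewer endothelial cells, Fisher's exact test, the scan of gene families and the recount of ribosomal protein genes were chosen only after the results were seen, while the tests on members of middle level and on dim endothelial markers were planned.

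Genes were also grouped by the stem of their symbol, and 593 families of at least 5 genes were scanned with camera. Recounted without kinases, like-genes, pseudogenes, a retrogene and a binding protein of the same stem, ribosomal protein genes were higher, 29 of 30 of the large subunit (median log2 change 0.87, all but Rpl29) and 19 of 20 of the small subunit (1.07, all but Rps6), as were 27 of 48 genes of the large mitochondrial ribosomal subunit (0.44). Of 20 genes with the stem Nup, mostly nucleoporins, 18 were higher (median 1.23), among them Nup107 (2.43, SE 0.19), Nup43 (2.30, SE 0.15) and Nup205 (2.30, SE 0.13), and all 5 exportin genes were higher (median 1.35). Genes with the stem Cct, mostly of the chaperonin that folds actin and tubulin, had 7 of 9 higher (median 1.44), and Cct6b, which passed the other way, read 5.17 and 4.61, neither shown to be above background. Small nucleolar RNA genes were higher in 16 of 20 cases with the stem Snora (median 1.02) and 19 of 31 with Snord (0.74), while Snora20 was lower (-2.86, SE 0.35). Of 5 Bex genes, 4 were higher, Bex1 (log2 change 7.61, SE 0.17), Bex2 (4.68, SE 0.26), Bex3 (4.53, SE 0.20) and Bex4 (4.47, SE 0.28), where Bex1, Bex2 and Bex4 started from control means of 3.87, 4.75 and 3.21, so that their changes are limits.

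Families of drug and lipid metabolism were lower. Carboxylesterase genes were lower in 13 of 16 cases (median -3.71) and genes with the stem Ugt, mostly UDP-glucuronosyltransferases, in 10 of 11 (-5.10). Cytochrome P450 genes were lower in 52 of 87 cases (-1.35). Of these families, in this order, 2, 1 and 25 genes belong to the fixed lists. A group mean was no higher than 5.39, the highest reading of a Y-linked gene in control liver 3, for 4, 9 and 37 of these genes. So the median of the stem Ugt in particular is a limit and not an exact size. Among the cytochrome P450 genes 1 was higher. For 15 cytochrome P450 genes both group means were no higher than 5.39. Of these 5 passed the threshold, with neither group shown to be above background. The genes named in these 2 paragraphs and among macrophage markers Mmp12 (2.08) and Gpnmb (1.49), both higher, were chosen after their values were seen. The medians of the families kept their signs with quantile normalisation and with medians set equal, and none of the families passed with an estimated correlation, the smallest adjusted p being 0.115. The 1027 olfactory receptor genes had a median of -0.11, and -0.03 with quantile normalisation, with 54 lower and 2 higher.

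Drug metabolism genes fell more than plasma protein genes. Per array, the mean of the first list minus that of the second changed by -2.44 from controls to tumours (95% interval -2.89 to -2.00; exact permutation p = 0.0286, the smallest these arrays can give), but this does not settle whether a lower share of hepatocytes was the whole account, since plasma protein genes near the top of the scale need not show their full fall. Compression of bright probe sets was undecided by the planned test, in which 9 and 7 members of middle level differed by -2.87 in median change (-4.90 to 1.31), and by the test of the brightest members, 7 and 19, which differed by -4.19 (-5.84 to -3.14) but not at the same level (medians 12.14 and 12.53). Within the bright range that both lists share, 7 and 11 members with median levels of 12.14 and 12.38 differed by -3.78 (-5.67 to -2.51). This does not decide on compression, since members that read alike near the top of the scale can differ in abundance. The plasma protein members also read higher. With compression open, a lower share of hepatocytes as the whole account stays open too. The interval rests on 7 and 11 genes that are not independent, as the lists had estimated correlations of 0.26 and 0.58. Plasma protein genes brighter than any drug metabolism gene, up to 13.29, stay open as well. A stronger loss of drug metabolism than of plasma protein transcripts in the tumours may be considered as a hypothesis only.

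Sinusoidal endothelial markers fell more than general endothelial markers. The difference of the list means per array changed by -1.31 from controls to tumours (95% interval -1.44 to -1.17; exact permutation p = 0.0286, the smallest possible), which leaves fewer endothelial cells open, since both lists would fall alike only if general markers were bright enough to show it. Of the 12 general markers 0 had a group mean no higher than 5.39, the highest reading of a Y-linked gene in control liver 3. This does not settle how large a fall each could show. Whether general markers were too dim to show a fall was not decided, since among 11 and 8 members above the median level of all genes the medians differed by -1.30 with an interval of -2.18 to -0.04, and Fisher's exact test of 8 lower of 11 against 3 lower of 8 gave a two-sided p of 0.181. Of those 8 general markers 1 was higher, Emcn (0.99, SE 0.32). Its call was lost with quantile normalisation (adjusted p = 0.0638), with an intensity trend and robust variance (0.0574) and without control liver 2 or 4 or tumour 2, 3 or 4 (0.0526 to 0.106). The change of Emcn lay between 0.90 and 1.10 in these fits, and was lowest, at 0.63, without control liver 1. Cd34 rose by 1.42 from a control mean of 5.71. A change in the type of endothelium may be considered as a hypothesis only, and neither fewer endothelial cells nor dimness of the general markers can be told apart from it.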
